A study of Mus musculus with 5 samples. Its data were reported in "THEMIS attenuates MASH by suppressing disease-associated hepatocyte induction and hepatocyte senescence in mice" (2026).

How the data were processed

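Single-nucleus RNA was measured in livers of male C57BL/6J mice fed regular chow or a diet rich in fat, fructose and cholesterol that brings on metabolic dysfunction-associated steatohepatitis (MASH). There were 3 chow libraries and 2 MASH libraries, grouped by their titles. Whether each library came from 1 mouse or from a pool is not stated, so the library was taken as the replicate. The authors made droplet-based 3-prime libraries from sorted nuclei, and the deposited matrices hold raw UMI counts per gene and nucleus from Cell Ranger 8.0.1, per the file headers. According to the methods of the paper the reads were aligned to a GRCm38 transcriptome with intronic reads left out. The matrices hold Cell Ranger's filtered barcodes and no cell type names, doublet calls or normalised values. They list 32285 genes, of which 99.8% were found by Ensembl identifier in the GENCODE M21 annotation (GRCm38), which gave the coordinates.

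Nuclei with fewer than 300 genes were left out, as in the study. Scrublet in scanpy 1.11.5 scored doublets within each library. Its automatic threshold called from 0 to 3 nuclei per library, so, after this was seen, the nuclei with the highest scores were called doublets at a rate of 0.8% per 1000 nuclei and removed. This left 7969, 11574 and 10012 nuclei in chow replicates 1, 2 and 3, and 11508 and 10407 in MASH replicates 1 and 2. The study used another doublet caller with manual curation.

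Cell types were rebuilt, since the deposited data carry no names, and differences from the study can come from these rebuilt names. All nuclei were clustered in Seurat 5.3.0 (3000 variable genes, 15 principal components, RPCA integration of libraries, resolution 0.2). The 16 marker lists were fixed before the data were examined, as were the comparisons, tests, gene lists and most alternatives. The thresholds below, and the second clustering, were set after the data were seen. A cluster was hepatocyte-like when no other class had 3 markers at a log2 fold of at least 1 over the remaining nuclei, found in at least 2% of nuclei, and its median mitochondrial share was under 10%. All other nuclei were clustered again without integration at resolution 0.5. Each of these clusters took the class with the highest mean marker fold if that mean was at least 2 on the log2 scale, at least 3 markers passed, at least 1 marker stood among its top 10 genes with no other class having more there, and its median doublet score was under 0.1. This named 11 classes. Folds of clusters, here and for zones and daHep, were taken after adding 5 CPM to both levels, which draws folds of genes near that level towards 1. Hepatocyte-like nuclei were therefore named mainly by what they lacked: Hnf4a was 2.69 higher on the log2 scale than in other named nuclei, Cps1 1.62 and Fgb 1.68 higher, while Alb was -0.50 and Ttr -0.18. Free hepatocyte RNA in all classes may account for the values of Alb and Ttr, which was not tested.

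The 7 unnamed clusters held 6644 nuclei, or 9.11% ± 5.14 (SD, n = 3) of the nuclei kept in chow and 16.9% ± 12.96 (SD, n = 2) in MASH. Of these, 3919 nuclei lay in clusters led by haemoglobin or mitochondrial genes (20.7% of MASH replicate 1 and 10.9% of chow replicate 2) and 2470 in clusters with high doublet scores. The genes leading the hepatocyte-like nuclei over the rest included Saa2, Saa1, Serpina3n, Mt1 and Cxcl1, which are stress and acute-phase genes. These folds pooled all libraries, and chow replicate 3 had 6771 CPM of Saa1 and 8486 CPM of Mt1 in hepatocyte-like nuclei. The next highest libraries had 709.5 and 854 CPM, so this list may rest largely on chow replicate 3. The dendritic-like cluster was led by Ccr2, Lyz2, Siglech and F13a1 and can hold monocytes.

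Hepatocyte-like nuclei were clustered again with RPCA integration at resolution 0.3, leaving out the tested lists and the markers of disease-associated hepatocytes (daHep) from the variable genes. Zones and daHep-like clusters were named with folds inside each library averaged with equal weight, needing 3 markers and a mean of at least 0.5 on the log2 scale. Periportal-like, pericentral-like and daHep-like clusters were named. No cluster met the rule for a midlobular zone. An alternative split the hepatocyte-like nuclei of each library into 3 equal parts by pericentral minus periportal marker score.

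UMI counts were summed per library and class (pseudobulk), keeping sums of at least 20 nuclei and testing a class with at least 2 such libraries per diet. Diets were compared with the edgeR 4.0.16 quasi-likelihood test in R 4.3.3 with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. All tests were two-sided. The zone by diet interaction was tested in 1 model with the library as a block. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01 over 5 lists. Standard errors of edgeR folds were taken as the size of the log2 fold change over the square root of its F value. Levels are CPM as edgeR defines it. They are scaled with TMM in the comparisons, and those given by zone or for Themis by class are unscaled.

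Shares of nuclei and shares with a UMI were compared with an exact permutation test of the difference in means over the 10 splits of the 5 libraries. The smallest p it can give is 0.1, so no share could pass a threshold of 0.05. For shares of nuclei with a UMI, each nucleus was thinned to 1000 UMIs and shallower nuclei were left out. Intervals of shares are 95% Wilson intervals, those of ratios of UMI counts are exact 95% intervals, and a count of 0 was given a floor of 3 counts. These cover counting error alone.

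Genes were named by rule: in hepatocyte-like nuclei the 5 with the largest rise and the 5 with the largest fall among called genes with a mean of at least 20 CPM and every MASH library on the same side of every chow library, and in each other class the 2 with the largest rise and the 2 with the largest fall. Fixed lists were added: a hepatocyte list (8 genes), a list of the senescence-associated secretory phenotype (SASP, 4), a macrophage list (7), a stellate cell list (7) and a cholesterol biosynthesis list (19). The senescence, de novo lipogenesis, fatty acid oxidation and proliferation lists are those of the study. The study chose its lists and several listed genes partly on these libraries, so they are not independent evidence. Clec4f, Timd4 and Trem2 are also naming markers of macrophages, Col1a1, Col3a1, Reln and Rgs5 of hepatic stellate cells (HSC), Spp1 of cholangiocytes, and Anxa2, Nrg1, Sox4, Klf6 and Jun of daHep.

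Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, Storey's q-values, the replicate number as a block, leaving out each library in turn, keeping doublet calls, a stricter filter (500 genes and at most 5% mitochondrial UMIs), no integration, other resolutions, other zones, other depths of thinning, and fry or an estimated correlation for gene sets. Where leaving out a library left 1 in a diet, the edgeR fold is given without a test. The labels give same-numbered libraries of the 2 diets nothing in common but the number, so the block was an alternative only. Expressing shares over all nuclei kept, clustering the MASH hepatocyte-like nuclei alone, and leaving out each chow library, keeping doublet calls and the stricter filter for the interaction were added after the data were seen, as was the test of Themis in T-like against hepatocyte-like nuclei. The seed and the numerical settings of the processor were fixed. With other numerical settings 1 doublet call in chow replicate 2 fell on another nucleus, which moved cluster borders, the genes named in small classes and, for results near the threshold, the call. The Themis interaction was such a result: it passed the threshold with the other settings and not with those used here. The settings were kept regardless of this.

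On simulated counts with the library sizes and dispersions of the hepatocyte-like sums, edgeR recovered 120 of 200 genes changed 4-fold among 14411 tested, with 9 false calls, and 0 of 200 changed 2-fold among 14579, with 0 false calls. For the interaction it recovered 169 of 200 genes changed 4-fold, with 39 false calls. A camera test of a list of 40 genes shifted 2-fold was past its threshold, and 5 of 200 unshifted lists had a p under 0.05. Each gene was drawn independently there, so this cannot show how the set tests behave with correlated genes, as in the data. Genes of the Y chromosome were present in all 5 libraries, with Kdm5d from 70.2 to 104 CPM, and Xist lay between 2.21 and 6.89 CPM. Libraries of the same diet differed far beyond counting error, so none was a copy of another. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The result of 1 gene is not reported here. Human data and the other experiments of the study were not used here.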

Results

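RNA was counted in single nuclei of mouse liver, in 3 libraries of mice on chow and 2 of mice with MASH. Chow replicates 1, 2 and 3 held 8633, 12912 and 11040 barcodes with 35612373, 44788883 and 49137377 UMIs in total, and a median of 3756, 2887.5 and 3781 UMIs per barcode. MASH replicates 1 and 2 held 12935 and 11560 barcodes with 37312619 and 37250043 UMIs, and a median of 1893 and 1980 UMIs. The median mitochondrial share was 1.15%, 3.55% and 1.24% in chow and 7.42% and 0.892% in MASH, and the 10 highest genes took from 16.6% to 29.3% of the UMIs of a library. The labels give no batch. Values below are means ± SD over libraries (n = 3 for chow, n = 2 for MASH) and cover 44826 named nuclei.

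The first comparison asked how the make-up of the liver differed between the diets. Hepatocyte-like nuclei were 86.4% ± 7.69 (SD, n = 3) of the named nuclei in chow and 52.3% ± 3.75 (SD, n = 2) in MASH. HSC-like nuclei were 4.27% ± 2.48 in chow and 12.1% ± 2.84 in MASH, and macrophage-like nuclei 1.40% ± 0.382 and 10.9% ± 1.71. Cholangiocyte-like nuclei were 0.282% ± 0.167 in chow and 8.68% ± 7.07 in MASH. The rise in cholangiocyte-like nuclei was 13.4 percentage points without MASH replicate 1 and 3.40 without MASH replicate 2. Dendritic-like nuclei were 0.434% ± 0.151 and 4.2% ± 3.54, T-like nuclei 0.558% ± 0.238 and 2.80% ± 1.06, and proliferating nuclei 0.136% ± 0.0567 and 1.18% ± 0.1475. The difference in dendritic-like nuclei, 3.77 percentage points, was 1.26 without MASH replicate 1 and 6.27 without MASH replicate 2. In these 7 classes every MASH library lay on the same side of every chow library (exact permutation p 0.1 each, the smallest the design allows, adjusted p 0.157 over 11 classes). Endothelial-like nuclei (5.16% ± 3.10 and 6.70% ± 0.966, exact permutation p 0.5), B-like nuclei (0.344% ± 0.236 and 0.9503% ± 0.652, p 0.2), neutrophil-like nuclei (0.957% ± 1.47 and 0.0751% ± 0.0767, p 0.7) and mesothelial-like nuclei (0.0972% ± 0.0795 and 0.0860% ± 0.0551, p 0.9) overlapped between the diets. With edgeR on the nucleus counts, macrophage-like, cholangiocyte-like, dendritic-like, T-like and proliferating nuclei passed the threshold. Cholangiocyte-like nuclei had a log2 fold change of 4.94 in that test (adjusted p 0.00465). The stricter filter kept 4345 of the 11508 nuclei of MASH replicate 1 and 7367 of the 11574 of chow replicate 2. In MASH replicate 1 hepatocyte-like nuclei then numbered 3411 against 4677, macrophage-like 205 against 1032 and T-like 15 against 302. In chow replicate 2 these were 6898 against 9166, 21 against 109 and 4 against 35. The size of the differences in shares therefore depended on that filter. Shares of 1 class depend on all the others, and recovery of nuclei can differ by class.

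**Figure D1:**
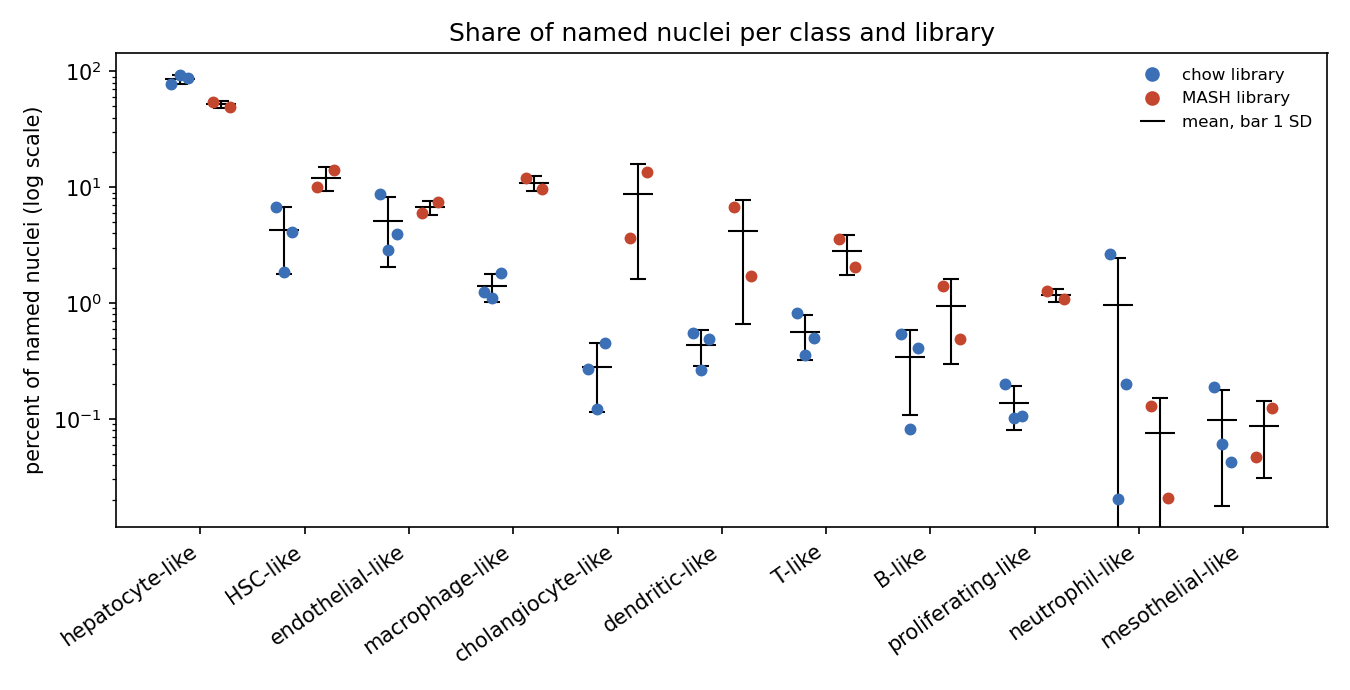
Share of named nuclei in each class (percent, log axis) by diet, with 1 point per library and bars for the mean and SD. Macrophage-like nuclei averaged 1.40% in chow and 10.9% in MASH.

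The second comparison asked which genes changed in hepatocyte-like nuclei. Of 14926 genes tested with edgeR, 1959 were called, 1302 higher and 657 lower in MASH, and 1893 of these changed at least 2-fold. The count moved most under Storey's q-values, to 4093 (2333 higher and 1760 lower). With DESeq2 it was 3305 (1757 higher and 1548 lower), so the excess of rises depended on the method. It fell to 860 without chow replicate 2, of which 794 were among the 1959. No called gene changed sign under any alternative in which it was tested. By the naming rule, which 597 genes passed, the largest rises were in Rad51b, Mapt, Themis, Cyp2a22 and Zfp608. Rad51b (ENSMUSG00000059060, GRCm38 chromosome 12, 79297282 to 79814690) rose from 1.05 ± 1.01 to 83.0 ± 3.70 CPM, a log2 fold change of 6.31 (SE 0.70, adjusted p 0.00478). Mapt (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090) rose by 5.68 (SE 0.31, adjusted p 0.000961). Themis (ENSMUSG00000049109, chromosome 10, 28668360 to 28883818) rose from 3.08 ± 1.96 to 106 ± 4.46 CPM, a log2 fold change of 5.10 (SE 0.62, adjusted p 0.00610). Cyp2a22 (ENSMUSG00000091867, chromosome 7, 26931631 to 26939384) rose by 5.05 (SE 0.37, adjusted p 0.00150) and Zfp608 (ENSMUSG00000052713, chromosome 18, 54888048 to 54992555) by 4.59 (SE 0.71, adjusted p 0.0123). All 5 are protein-coding, and both MASH libraries lay above all 3 chow libraries for each. Without chow replicate 1 Rad51b was 7.44 and Zfp608 5.77. Mapt and Zfp608 overlap other annotated genes on the opposite strand only. Cyp2a22 has close paralogs, so its reads can be shared.

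The largest falls were in Hsd3b5, Mup1, Mup7, Gm15611 and Serpina1e. Hsd3b5 (ENSMUSG00000038092, chromosome 3, 98618634 to 98630252) had 4594 UMIs in chow and 3 in MASH, a ratio of 0.00153 (95% counting interval 0.000316 to 0.00448, adjusted p 0.0102). Mup1 (ENSMUSG00000078683, chromosome 4, 60498012 to 60501960) changed by -7.83 (SE 1.05, adjusted p 0.00839), Mup7 (ENSMUSG00000073842, chromosome 4, 60066469 to 60070475) by -7.82 (SE 0.95, adjusted p 0.00606), the lincRNA Gm15611 (ENSMUSG00000084923, chromosome 5, 8998402 to 8999669) by -7.41 (SE 1.08, adjusted p 0.0106) and Serpina1e (ENSMUSG00000072849, chromosome 12, 103946931 to 103958975) by -6.97 (SE 0.93, adjusted p 0.00798). Both MASH libraries lay below all 3 chow libraries for each. Hsd3b5, the Mup genes and Serpina1e belong to families of close paralogs, so the member is uncertain, and Hsd3b5 overlaps Zfp697 on the opposite strand only. Without a filter on low counts Hsd3b5 was no longer called (adjusted p 0.0517, the highest of its alternatives, with 6.84e-08 the lowest). Without MASH replicate 2 the log2 fold change was -6.97 for Mup1, -7.05 for Mup7 and -6.69 for Gm15611, and without MASH replicate 1 -9.89, -9.47 and -8.65, and -7.65 for Serpina1e. Hsd3b5, at -9.58 with all libraries, moved most: it was -8.51 without MASH replicate 2 and -13.53 without MASH replicate 1.

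The fixed lists asked about genes the study followed. All 8 genes of the hepatocyte list were higher in MASH, 5 past the threshold over all genes tested and 6 when adjusted over the list alone. Sox4 changed by 5.40 (SE 0.36, adjusted p 0.00114), Anxa2 by 4.69 (SE 0.47, adjusted p 0.00381), Nrg1 by 4.29 (SE 0.93, adjusted p 0.0290) and Gdf15 by 1.89 (SE 0.35, adjusted p 0.0196), with both MASH libraries above all chow libraries. Without chow replicate 2 Nrg1 was 3.97 and not called (5.73 without chow replicate 3), and Gdf15, at 1.63, only just was. The adjusted p ranged over the alternatives from 6.49e-05 to 0.0499 for Gdf15 and from 0.000434 to 0.142 for Nrg1. Klf6 (1.78), Cdkn1a (1.36) and Jun (0.77) did not pass, at adjusted p 0.0880, 0.232 and 0.394. Without chow replicate 3 Klf6 (2.65) and Jun (1.53) passed. Klf6 also passed with DESeq2 (adjusted p 0.0207) and Storey's q-values (0.0378), and all 3 passed with the replicate number as a block, at 2.72, 2.46 and 1.63. Cdkn1a was 0.87 without chow replicate 1 and 2.06 without chow replicate 3. Of the SASP list, Mmp12 changed by 6.68 (adjusted p 0.00175) and Lgals3 by 4.40 (adjusted p 0.00387), also when adjusted over the list alone. Their levels in hepatocyte-like nuclei of MASH, 9.60 and 11.6 CPM, were below those in endothelial-like nuclei, 55.6 and 26.2 CPM, so free RNA is not excluded. Tgfb1 (1.16, adjusted p 0.150) and Lcn2 (-2.12, adjusted p 0.448) did not pass. Lcn2 rested on chow replicate 3, without which it was 2.67 and called higher. Of 19 cholesterol biosynthesis genes 17 were lower, 10 past the threshold over all genes and 11 when adjusted over the list alone. Sqle changed by -4.68, Idi1 by -3.81 and Nsdhl by -2.75.

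**Figure D2:**
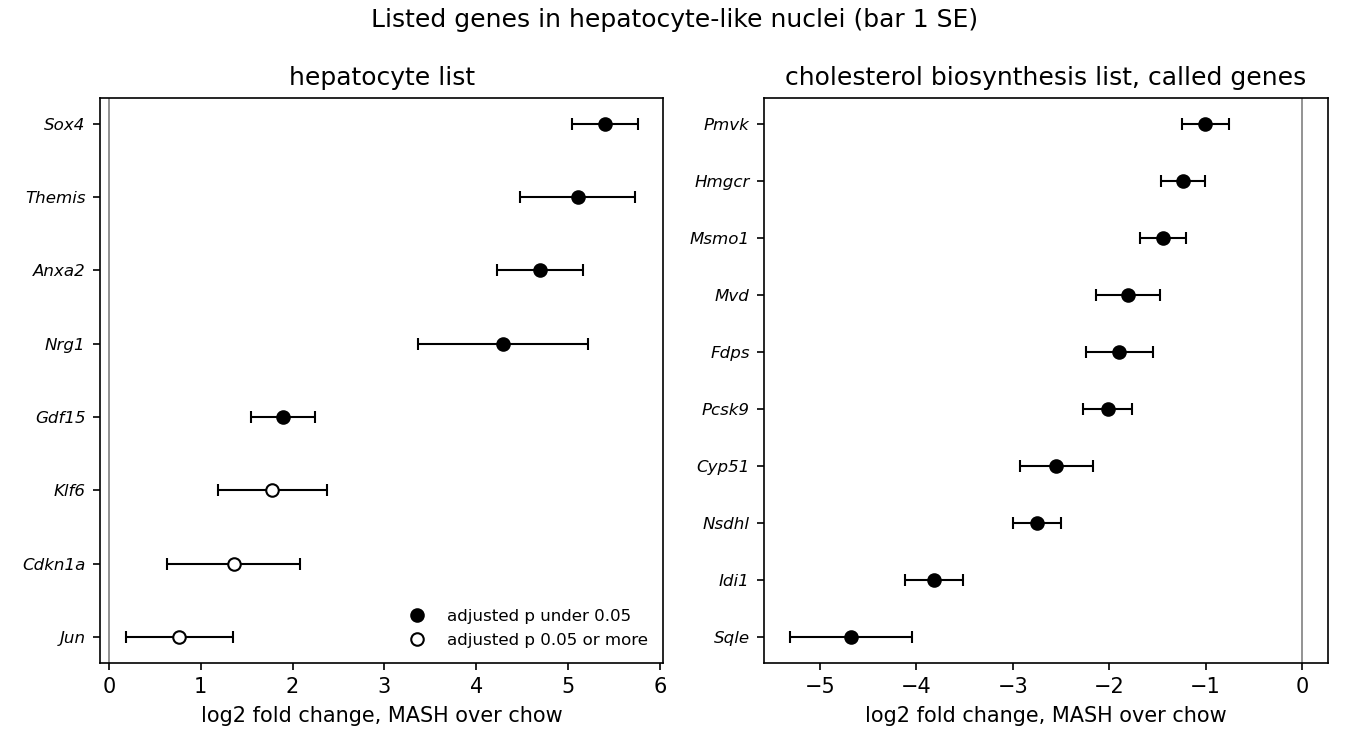
Log2 fold change, MASH over chow, of the hepatocyte list and of the called genes of the cholesterol biosynthesis list in hepatocyte-like nuclei (n = 3 and 2 libraries), with bars of 1 SE and filled points for called genes. Gdf15 changed by 1.89 (55.5 CPM in chow and 206 CPM in MASH).

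The share of hepatocyte-like nuclei with a UMI of 5 listed genes was compared at 1000 UMIs per nucleus. Thinning left out 75 nuclei of chow and 142 of MASH. Themis was found in 0.210% ± 0.121 of nuclei in chow and 9.06% ± 0.998 in MASH (unthinned 1.055% and 29.7%). Nrg1 was found in 0.7695% ± 0.855 and 14.5% ± 3.67 (unthinned 2.84% and 35.2%), Gdf15 in 4.50% ± 1.13 and 17.1% ± 2.57 (unthinned 15.2% and 41.85%), Cdkn1a in 1.49% ± 0.972 and 4.41% ± 0.785 (unthinned 5.38% and 15.4%), and Anxa2 in 0.118% ± 0.0446 and 4.74% ± 1.26 (unthinned 0.571% and 16.8%). In all 5 both MASH libraries were above all chow libraries (exact permutation p 0.1, the smallest possible, adjusted p 0.1). Without thinning Cdkn1a had an exact permutation p of 0.2. As background, endothelial-like nuclei carried Themis in 0% and 1.36%, Nrg1 in 1.12% and 7.14%, Gdf15 in 0.779% and 3.74%, Cdkn1a in 1.89% and 2.37%, and Anxa2 in 2.07% and 6.48% of nuclei in chow and MASH. Anxa2 in both diets and Cdkn1a and Nrg1 in chow were no higher in hepatocyte-like nuclei, but endothelial cells can express these genes, so this does not set their background. Median UMIs per library were 3154.5 to 4269 (chow) and 3926.5 to 4007 (MASH) in hepatocyte-like nuclei, and 841 to 1183 and 928 to 1034.5 in endothelial-like nuclei, of which thinning left out 674 and 632.

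**Figure D3:**
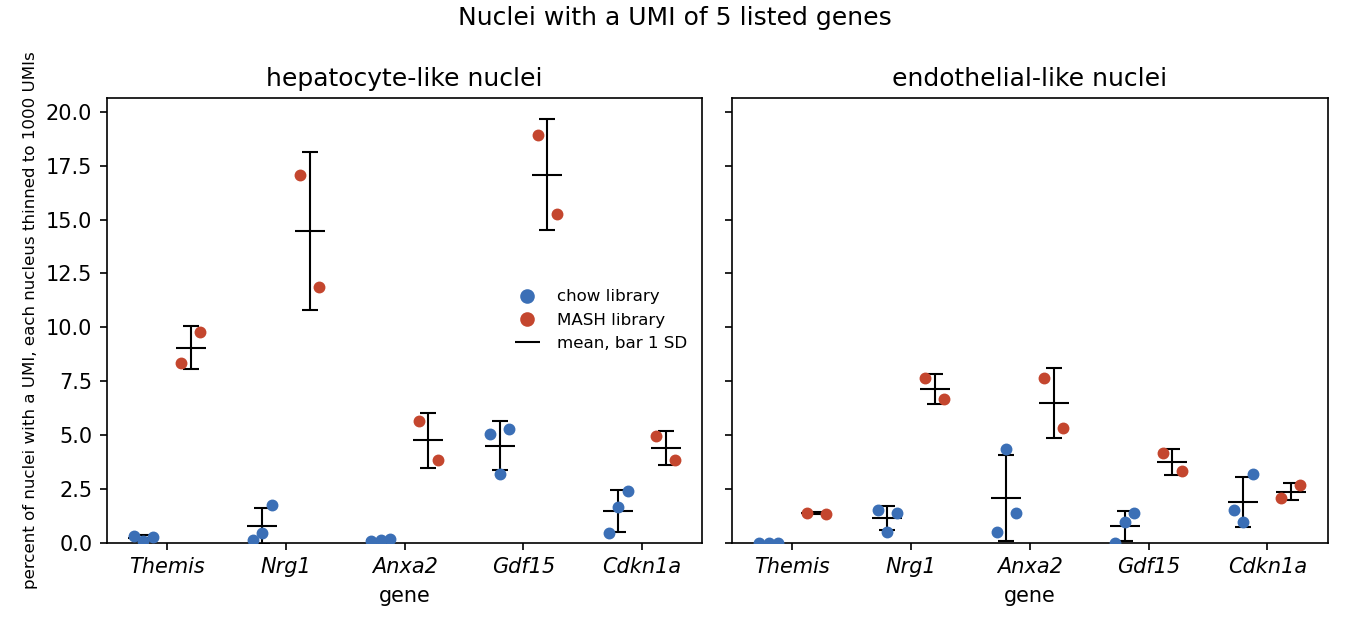
Share of nuclei with a UMI of each listed gene (percent) at 1000 UMIs per nucleus, in hepatocyte-like and endothelial-like nuclei by diet, with 1 point per library and bars for the mean and SD. Themis reached 9.06% in hepatocyte-like and 1.36% in endothelial-like nuclei of MASH.

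The third comparison asked which genes changed in the other classes. In HSC-like nuclei 58 of 8084 genes were called, 24 higher and 34 lower. The count was 93, 11 and 34 without chow replicates 1, 2 and 3, and 437 without a filter on low counts. In endothelial-like nuclei 38 of 8549 were called, 18 higher and 20 lower, and 0 without chow replicate 3, where 452 had an unadjusted p under 0.05. In macrophage-like nuclei 114 of 5451 were called, 44 higher and 70 lower. That count was 43 without chow replicate 1 and 33 without chow replicate 3, and with the replicate number as a block it was 0, with 313 at an unadjusted p under 0.05. In cholangiocyte-like nuclei 14 of 4961 genes were called lower and 0 higher, with 461 at an unadjusted p under 0.05. In dendritic-like nuclei 11 of 951 were called, 3 higher and 8 lower, and 59 without chow replicate 1 and 4 without chow replicate 2. In T-like nuclei 18 of 1080 were called, 5 higher and 13 lower, and 39 without chow replicate 1. In B-like nuclei 13 of 655 were called, 2 higher and 11 lower. Of the 34 genes lower in HSC-like nuclei 28 were also called lower in hepatocyte-like nuclei, as were 20 of 20 in endothelial-like, 32 of 70 in macrophage-like and 12 of 14 in cholangiocyte-like nuclei. Of the genes called higher, 17 of 24 in HSC-like, 13 of 18 in endothelial-like and 25 of 44 in macrophage-like nuclei were also called higher in hepatocyte-like nuclei.

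In HSC-like nuclei the named rises were Rgs16 (2 UMIs in chow and 148 in MASH, ratio 31.1, counting interval 8.47 to 259) and Ly6d (4 and 211 UMIs, log2 fold change 4.63, SE 0.74, adjusted p 0.0179). Without chow replicate 2 or 3 neither was called, with Rgs16 at 5.57 and 5.18 and Ly6d at 4.39 and 4.98. Rgs16, at 4.85 with all libraries, was 3.97 without chow replicate 1, and Ly6d was 3.58 without MASH replicate 1. Their adjusted p ran over the alternatives from 3.63e-09 to 0.0579 and from 3.69e-12 to 0.112. Of the stellate cell list, 6 genes were tested, of which 2 passed over all genes and 4 when adjusted over the list alone. Col1a1 changed by 2.69 (SE 0.34, adjusted p 0.00678) and Col1a2 by 2.04 (SE 0.33, adjusted p 0.01997), each higher in both MASH libraries than in every chow library. Without chow replicate 2 neither passed (2.59 and 2.00), and Col1a2 also lost its call without chow replicate 3 (2.02). With doublet calls kept they were 1.55 and 1.40, at adjusted p 0.269 and 0.240, and Col1a2 was also not called with the replicate number as a block (adjusted p 0.1803) or under the stricter filter (0.106). The lowest adjusted p over alternatives was 1.80e-09 and 1.13e-06. Col3a1 (1.37), Timp1 (1.53), Rgs5 (-0.99) and Reln (-0.28) did not pass, at adjusted p 0.183, 0.409, 0.289 and 0.843. Col3a1 passed with DESeq2 (adjusted p 0.00328) and without a filter on low counts (0.0447). Timp1 passed with the replicate number as a block (3.85, adjusted p 0.0315). It was 0.88 without chow replicate 1, 3.75 without chow replicate 3 and -1.07 with doublet calls kept. The lowest adjusted p over the alternatives was 0.208 for Rgs5 and 0.804 for Reln. Of the SASP list 3 genes were tested here and Mmp12 passed, at 4.50 (adjusted p 0.0261), on 2 UMIs in chow. Mmp12 and Ly6d were also called higher in endothelial-like nuclei, so free RNA is not excluded for either in HSC-like nuclei.

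In macrophage-like nuclei Adam8 had 0 UMIs in chow and 270 in MASH, at least 17.4-fold higher, and Fam20c 0 and 196, at least 12.6-fold higher. Without chow replicate 3 neither was called (9.18 and 8.73 on the log2 scale), and Adam8 also lost its call without chow replicate 1 (9.26). Without MASH replicate 2 they were 7.65 and 7.72. Of the macrophage list 4 of 7 genes passed over all genes and 7 of 7 when adjusted over the list alone. Gpnmb changed by 5.72 (SE 0.70, adjusted p 0.00244), Spp1 by 5.36 (SE 0.52, adjusted p 0.000374), Timd4 by -4.03 (SE 0.54, adjusted p 0.00244) and Trem2 by 2.56 (SE 0.44, adjusted p 0.00892), with both MASH libraries on the same side of all chow libraries. Trem2 was not called without chow replicate 1 (2.47), where Gpnmb was 7.72, and Timd4 was -3.38 without MASH replicate 2. None of the 4 was called with the replicate number as a block, where adjusted p ran up to 0.453, and the lowest over the alternatives was 6.33e-21 for Gpnmb. Clec4f (-1.90), Cd9 (1.80) and Ccr2 (1.78) did not pass over all genes, at adjusted p 0.0859, 0.133 and 0.0997. Without chow replicate 2 Clec4f was -2.06 and passed. Clec4f also passed with DESeq2 (adjusted p 0.00104), without a filter on low counts (0.0214) and under the stricter filter (0.0411). Cd9 passed without a filter on low counts (0.00613) and under the stricter filter (0.0380), and Ccr2 without a filter on low counts (0.00158). Their highest adjusted p, with the replicate number as a block, was 0.867 for Clec4f, 0.732 for Cd9 and 0.904 for Ccr2. Of the SASP list Mmp12 passed (3.79, adjusted p 0.0367), with 2 of 4 genes when adjusted over the list alone.

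In endothelial-like nuclei Mmp12 had 0 UMIs in chow and 64 in MASH, at least 24.6-fold higher, and Ly6d had 3 and 114 (ratio 43.8, counting interval 14.6 to 216). Mup1 had 471 UMIs in chow and 0 in MASH, at least 136-fold lower, and Mup7 had 1804 and 4 (log2 fold change -8.58). All 4 lost their calls without chow replicate 3 (7.98, 6.43, -9.90 and -8.37), and Ly6d also without chow replicate 1 (5.18). Without MASH replicate 1 Ly6d was 4.35 and Mmp12 7.16. In T-like nuclei Spp1 had 1 UMI in chow and 287 in MASH (ratio 84.6, counting interval 15.1 to 3354) and Apoa4 1 and 269. In dendritic-like nuclei Apoa4 changed by 4.16 (SE 0.65, adjusted p 0.000145) and Spp1 by 3.14 (SE 0.57, adjusted p 0.000830). Without chow replicate 2 neither was called there (4.23 and 2.76). In B-like nuclei Spp1 had 0 UMIs in chow and 123 in MASH, at least 21.7-fold higher, and Apoa4 3 and 77. Neither was called with doublet calls kept, where the B-like cluster held 1227 nuclei against 254 and carried Ccr2, Lyz2 and Siglech, so it was a mixed class. Apoa4 in B-like nuclei was also not called with DESeq2 (adjusted p 0.358). Its log2 fold change there, 3.47, was 2.38 without MASH replicate 1 and 7.83 without chow replicate 3. Apoa4 was also called higher in HSC-like, endothelial-like and macrophage-like nuclei, and Spp1 in HSC-like, macrophage-like and hepatocyte-like nuclei, so free RNA is not excluded for either. Mmp12 was also called higher in hepatocyte-like, HSC-like and macrophage-like nuclei, and Ly6d in HSC-like nuclei. Free RNA is therefore not excluded for Mmp12 and Ly6d in endothelial-like nuclei. Mup7, Mup11 and Mup17 were called lower in all 7 nonparenchymal classes, by -6.65 to -9.415 for Mup7, with its fall in hepatocyte-like nuclei at -7.82. In cholangiocyte-like nuclei, where it was -9.415, it was -7.63 without MASH replicate 2, and in B-like nuclei -8.33 without chow replicate 3. In HSC-like, endothelial-like and macrophage-like nuclei Mup7 was -7.95, -8.58 and -7.30. There it was -12.93, -12.60 and -12.04 without MASH replicate 1, and -6.72, -7.35 and -6.29 without MASH replicate 2. It was not called in HSC-like nuclei without chow replicate 2 (adjusted p 0.0791), nor in macrophage-like nuclei with the replicate number as a block (0.493). The chow level of Mup7 lay between 1064 and 1276 CPM in all 7 classes, so its UMIs there cannot be assigned to the cell type.

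The fourth comparison asked whether zones of the lobule changed alike. Periportal-like nuclei had 970 of 13017 genes called, 634 higher and 336 lower, and pericentral-like nuclei 789 of 10661, 450 higher and 339 lower. Without chow replicate 2 these counts were 82 and 485, and the periportal count was 1764 without chow replicate 1 and 1464 without chow replicate 3. With each library split into 3 equal parts by marker score, 1277 genes were called in the periportal and 1304 in the pericentral part. The named genes were Ntrk2 (8.79, adjusted p 0.000475) and Rad51b (6.54, adjusted p 0.001525) in periportal-like nuclei, and Plscr4 (2 and 231 UMIs, ratio 149, counting interval 40.8 to 1237) and Zfp608 (6.06, adjusted p 0.002695) in pericentral-like nuclei. Falls were in Hsd3b5 (1425 UMIs in chow and 0 in MASH, at least 229-fold lower) and Mup7 (-8.42, adjusted p 0.007825) in periportal-like nuclei, and in Meg3 (-7.99, adjusted p 0.003845) and Hsd3b5 (280 UMIs and 1) in pericentral-like nuclei. Periportal Hsd3b5 and Mup7 were not called without chow replicate 2 (-11.47 and -8.28). Without MASH replicate 2 periportal Mup7 was -7.62, and without chow replicate 1 pericentral Zfp608 was 9.785. Themis rose in both zones, from 0.363 ± 0.312 to 37.3 ± 3.39 CPM in periportal-like and from 7.67 ± 3.10 to 234 ± 39.2 CPM in pericentral-like nuclei. Its log2 fold change was 6.43 (SE 0.47) and 4.72 (SE 0.34). The zone by diet interaction of Themis, pericentral against periportal, was -1.62 (SE 0.45, unadjusted p 0.00193, adjusted p 0.0543 over 12670 genes) and did not pass, so no difference between the zones is claimed for it. It was near the threshold: over 7 alternatives the adjusted p ran from 0.00442 to 0.276, and 4 of these passed, namely 3 equal parts by marker score (-1.85), doublet calls kept (-2.11), the stricter filter (-1.69) and leaving out chow replicate 1 (-2.17). Without chow replicate 3 it was -1.105, the smallest. In the midlobular of the 3 equal parts Themis rose from 0.683 ± 0.726 to 119 ± 4.32 CPM. The interaction of midlobular against periportal was 0.776 (SE 0.578, adjusted p 0.718) and did not pass. Hepatocyte-like clusters of 6737, 4229 and 229 nuclei had no zone name, and there Themis rose from 5.22 ± 3.69 to 178 ± 3.58 CPM. The interaction of pericentral against periportal was called for 424 of 12670 genes, 259 higher and 165 lower. On simulated counts this test made 39 false calls beside 169 true ones, so part of the 424 can be false calls.

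**Figure D4:**
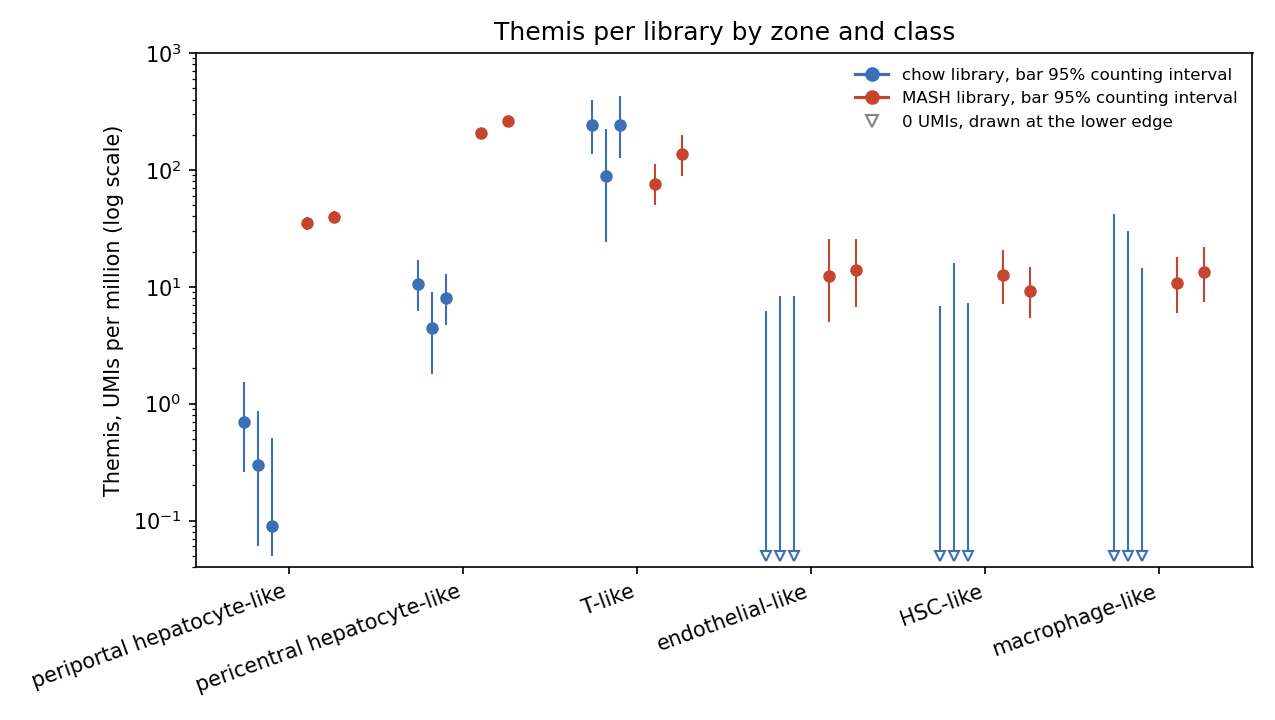
Themis CPM (log axis) by zone and by class in chow and MASH, with 1 point per library, bars of 95% counting intervals and triangles at the lower edge for 0 UMIs. Pericentral-like nuclei averaged 234 CPM and periportal-like nuclei 37.3 CPM in MASH.

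In T-like nuclei, where Themis is a known T-cell gene, it was 191 ± 89.5 CPM in chow and 106 ± 42.7 CPM in MASH, from 31 and 52 UMIs. Its change there was -0.73 (SE 0.51, adjusted p 0.859) and did not pass. The difference from its change in hepatocyte-like nuclei was tested after the data were seen and was -5.71 (SE 0.57, adjusted p 2.26e-19 over 14459 genes). That test took the spread mostly from other genes, so the size of its p-value does not measure the spread of Themis between libraries. In endothelial-like, HSC-like and macrophage-like nuclei of chow Themis had 0 UMIs, which allows up to 2.03, 2.35 and 6.40 CPM.

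Lists of genes were tested as sets in hepatocyte-like nuclei. Senescence genes were higher in MASH (mean log2 fold change 1.92, 37 of 40 genes higher, camera adjusted p 7.65e-08), as were proliferation genes (0.99, 34 of 42 higher, adjusted p 0.00239). Cholesterol biosynthesis genes were lower (-1.33, 2 of 19 higher, adjusted p 3.23e-07), as were fatty acid oxidation genes (-0.24, 9 of 25 higher, adjusted p 0.0226). De novo lipogenesis genes did not pass (0.12, 7 of 17 higher, adjusted p 0.95086). Under fry senescence (adjusted p 0.0177), proliferation (0.0177) and cholesterol biosynthesis (0.00299) kept their calls and fatty acid oxidation did not (0.424), and with an estimated correlation no set passed. Adjusted p over the alternatives ran from 1.29e-11 to 0.205 for senescence, 0.001325 to 0.224 for proliferation, 4.14e-08 to 0.115 for cholesterol biosynthesis and 0.000340 to 0.620 for fatty acid oxidation. Fatty acid oxidation did not pass without chow replicate 1 (-0.11) or chow replicate 2 (-0.17).

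The last comparison asked whether senescence genes were higher in daHep-like than in other hepatocyte-like nuclei of MASH. The list was higher (mean log2 fold change 0.81, 25 of 32 genes higher, camera p 1.52e-11). In the separate edgeR test of single genes 21 of 32 were higher and 14 were called, all higher. This only just held under fry (p 0.0488) and did not under an estimated correlation (p 0.115). Cdkn1a was higher by 1.01 (SE 0.088, adjusted p 6.17e-29) and Gdf15 by 0.76 (SE 0.060, adjusted p 8.94e-35), each in 2 of 2 libraries, which leave few degrees of freedom. The edgeR test therefore took the spread of each gene mostly from other genes. The size of these p-values does not measure the spread between libraries. Over all libraries with enough daHep-like nuclei Gdf15 was 0.17 and not called (adjusted p 0.676, with 2.75e-34 the lowest of its alternatives). In the cluster itself 2027 of 11849 genes differed between the diets, 1271 higher and 756 lower. The daHep-like cluster was 20.75% ± 7.16 of hepatocyte-like nuclei in chow and 13.6% ± 1.31 in MASH (exact permutation p 0.2), and at a resolution of 0.5 it was 0.747% ± 0.308 and 5.13% ± 1.18. Against other hepatocyte-like nuclei of the same library the chow nuclei of the cluster at 0.3 had 6, 5 and 5 of 8 periportal markers and 1, 2 and 1 of 5 daHep markers past the naming threshold, and its MASH nuclei 2 and 2 periportal and 5 and 5 daHep markers. The chow part was thus closer to periportal-like nuclei by its markers, so neither the shares at 0.3 nor the 2027 genes compare 1 cell state. At 0.5 the chow nuclei, from 25 to 87 per library, had 3, 3 and 4 daHep and 0, 0 and 0 periportal markers past it. The MASH nuclei there had 5 and 5 daHep and 1 and 2 periportal markers. The argument from periportal markers therefore does not cover the shares at 0.5, which were higher in MASH (exact permutation p 0.1, the smallest possible).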

Values the study reported

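The study reports 8 major cell types in its single-nucleus data, and 11 classes were named here by the rules given above.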

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

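The tests of free RNA and of T-like against hepatocyte-like nuclei were chosen after the result was seen, as was leaving out each chow library from the interaction, keeping doublet calls for it and the stricter filter for it, while the test of RNA from T cells was set before.

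An interaction of zone and diet was called for 424 of 12670 genes, 259 higher and 165 lower for pericentral against periportal, in a test of the difference itself. On simulated counts this test made 39 false calls beside 169 true ones, more than an adjusted p under 0.05 aims at. Part of the 424 can therefore be false calls. With zones as 3 equal parts by marker score the interaction was called for 1144 genes, 524 higher and 620 lower, so the direction of the excess depended on the zones. The count was 651, 324 and 461 without chow replicates 1, 2 and 3, 415 with DESeq2 size factors, 471 with doublet calls kept and 379 with the stricter filter. Technical explanations of the 424 as a set were not tested, and zone itself was rebuilt from marker genes. Themis was not among the 424.

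Themis changed differently in T-like than in hepatocyte-like nuclei, by -5.71 (SE 0.57, adjusted p 2.26e-19). The size of this p-value does not measure the spread of Themis between libraries, since the test took the spread mostly from other genes. Free hepatocyte RNA in T-like nuclei is argued against by the lowest library of T-like nuclei, at 76.2 CPM, against at most 21.5 CPM in the other nonparenchymal classes. For the rise in hepatocyte-like nuclei, RNA from T cells is argued against by the 8 T-cell markers, whose median there was 0.225% of their level in T-like nuclei (highest Cd247, 0.881%), while Themis reached 114%. Free RNA is argued against by the level of 19.9 CPM in dendritic-like nuclei, the highest of the nonparenchymal classes of MASH other than T-like, against 122 CPM in hepatocyte-like nuclei. Expression of Themis by hepatocytes in MASH may be the source. The tests of it here used the data in which the rise was seen, with 2 MASH libraries. The idea is not new here, since the study already reports this rise in hepatocytes, in part from these libraries. Apart from them, the study reports higher Themis mRNA and protein in MASH liver. It reports the same in cultured primary hepatocytes given fatty acids. Those experiments were not used here. The T-like value rests on 31 and 52 UMIs.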

How the results depend on the processing

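Leaving out each chow library, keeping doublet calls and the stricter filter for the interaction, clustering MASH hepatocyte-like nuclei alone and shares over all nuclei kept were chosen after the data were seen, and the other alternatives were set before. Over 110 results and 1100 values under alternatives, 927 kept their direction and side of the threshold or moved within the spread, 49 were weaker, 26 stronger, 91 moved and 7 reversed. For single genes, 689 of 782 values were unchanged, 40 weaker, 17 stronger, 33 moved, all of these from leaving out a library, and 3 reversed. Where no cause is given below, the cause was not tested.

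Reversed differences were the mesothelial-like share with doublet calls kept (0.00383 percentage points), the neutrophil-like share under the stricter filter (0.2947), the daHep-like share at resolution 0.5 (4.38), Lcn2 in hepatocyte-like nuclei with the replicate block (2.71) and Timp1 in HSC-like nuclei with doublet calls kept (-1.07). The neutrophil-like cluster under the stricter filter held 82 nuclei of MASH replicate 2 against 2 and was led by Ighm and Igkc as well, so it was another mix of cells. The replicate block pairs libraries for which the labels give nothing in common but the number.

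The Themis interaction did not pass in the analysis reported (-1.62, adjusted p 0.0543). It passed with zones as 3 equal parts by marker score (-1.85, adjusted p 0.00442), with doublet calls kept (-2.11, adjusted p 0.00988) and under the stricter filter (-1.69, adjusted p 0.0474). Leaving out 1 chow library gave -2.17 (replicate 1, past the threshold) to -1.105 (replicate 3). Over its 7 alternatives the adjusted p ran from 0.00442 to 0.276. A change in 1 doublet call with other numerical settings also moved it past the threshold, so neither its presence nor its absence is settled here.

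DESeq2 gave 3305 genes in hepatocyte-like, 125 in HSC-like, 79 in endothelial-like, 40 in cholangiocyte-like, 18 in dendritic-like and 1947 in periportal-like nuclei, and its size factors 25 in endothelial-like nuclei. Storey's q-values gave 4093 in hepatocyte-like nuclei. Without a filter on low counts there were 437 in HSC-like, 200 in endothelial-like, 377 in macrophage-like, 27 in cholangiocyte-like, 37 in dendritic-like, 41 in T-like and 2086 in pericentral-like nuclei. The replicate block gave 0 in macrophage-like (313 at an unadjusted p under 0.05), 7 in dendritic-like, 10 in T-like and 1313 in pericentral-like nuclei. The stricter filter gave 89 in HSC-like and 73 in endothelial-like nuclei, doublet calls kept gave 37 in B-like nuclei, there a mixed class of 1227 nuclei that also carried Ccr2, Lyz2 and Siglech, and 3 equal parts by marker score gave 1304 in pericentral nuclei.

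Gene sets keep their mean log2 fold change when only the test changes, so the weaker calls come from the test. These were fatty acid oxidation under fry (-0.24), and under an estimated correlation senescence (1.92), fatty acid oxidation (-0.24), proliferation (0.99) and cholesterol biosynthesis (-1.33), as well as senescence in daHep-like nuclei (0.81). Gdf15 in daHep-like nuclei over all libraries was 0.17. The edgeR test of nucleus counts, which can go below 0.1, made the shares of macrophage-like (2.97), cholangiocyte-like (4.94), dendritic-like (3.27), T-like (2.33) and proliferating nuclei (3.11) pass.

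Leaving out 1 library at a time gave share differences from 8.32 to 10.7 percentage points for macrophage-like, 3.40 to 13.4 for cholangiocyte-like, 1.26 to 6.27 for dendritic-like, 1.49 to 2.99 for T-like, 0.146 to 1.07 for B-like and 0.937 to 1.145 for proliferating nuclei, lowest without MASH replicate 1 except in cholangiocyte-like nuclei, where it was MASH replicate 2. Mesothelial-like nuclei ran from -0.0502 to 0.0344, the latter without chow replicate 1. Shares with a UMI differed by 8.14 to 9.55 for Themis, 11.1 to 16.3 for Nrg1, 3.74 to 5.51 for Anxa2 and 10.8 to 14.4 for Gdf15.

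Leaving out 1 chow library gave 860 (replicate 2) to 2717 (replicate 1) genes in hepatocyte-like, 11 (replicate 2) to 93 (replicate 1) in HSC-like, 0 (replicate 3, 452 at an unadjusted p under 0.05) to 50 (replicate 2) in endothelial-like, 33 (replicate 3) to 153 (replicate 2) in macrophage-like, 4 (replicate 2) to 59 (replicate 1) in dendritic-like, 12 (replicate 2) to 39 (replicate 1) in T-like, 82 (replicate 2) to 1764 (replicate 1) in periportal-like and 485 (replicate 2) to 1080 (replicate 3) in pericentral-like nuclei. Lcn2 in hepatocyte-like nuclei ran from -2.72 (without chow replicate 2) to 2.67 (without chow replicate 3). Fatty acid oxidation ran from -0.51 to -0.11, not called without chow replicate 1 or 2, and proliferation from 0.84 to 1.15.

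Some alternatives gave no value. Without a MASH library genes had a fold and no test, as did those of cholangiocyte-like and B-like nuclei, with 2 chow libraries of enough nuclei, without a chow library. These 2 classes gave none with the block. Cholangiocyte-like and dendritic-like genes gave none with doublet calls kept or the stricter filter, nor T-like and B-like genes under the stricter filter. The dendritic-like share gave none under either, nor the B-like and mesothelial-like shares under the stricter filter, nor the daHep-like share without integration. The interaction without a MASH library was not run. With 2 MASH libraries and 1 to 4 UMIs behind several named genes of the smaller classes, their folds are wide.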

Other observations

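The tests set before their results were seen were those of fewer UMIs per nucleus by Alb and Apoa1, of a different mix of zones and of gene length, and all other tests below were chosen after. The tests of Mup20, of the UMIs themselves and of the cholesterol list in periportal-like nuclei were turned to once the tests set before on these patterns had been seen not to decide.

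Mup7, Mup11 and Mup17 fell in all 7 nonparenchymal classes. Free hepatocyte RNA may account for this: the highest over lowest chow level of Mup7 across the classes was 1.20, below the median of 2.12 over 468 genes (5 CPM added to both levels), as like levels in all classes would give. The test set before for fewer UMIs per nucleus in MASH did not decide, since the lowest log2 change was -1.62 for Alb and -1.39 for Apoa1, more than the limit of 2-fold and far less than Mup7. Fewer UMIs per nucleus are argued against by the UMIs themselves, whose median was at the lowest 0.812 times that of chow, in dendritic-like nuclei, and 1.13 times in HSC-like nuclei. They are also argued against by Mup20, at 3148 to 3806 CPM in chow, whose lowest log2 change was 0.05055, as is less free hepatocyte RNA of every kind. A fall of these Mup transcripts in hepatocytes, carried by free RNA, stays open.

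Chow replicate 3 had 6771 CPM of Saa1 in hepatocyte-like nuclei, against 709.5 and 126 in chow replicates 1 and 2 and 103 and 108 in MASH. It also had the highest Saa2 (4884 CPM), Mt1 (8486 CPM) and Lcn2 (377 CPM). A mislabelled MASH library is argued against, since it lay nearer to the other chow libraries at 83.5% of 2654 genes called without it. Another cell type or free RNA is argued against by a level 5.28 times that of its highest nonparenchymal class, and a few nuclei by the median of 6 Saa1 UMIs at 1000 UMIs per nucleus (lower quartile 4), against 1 in its nonparenchymal nuclei (upper quartile 2). An acute-phase response or handling of that liver may be the source. The labels give no feature to test either.

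Cholesterol biosynthesis genes were lower in hepatocyte-like nuclei of MASH. A different mix of zones as part of the cause cannot be told apart, since the median change was -0.43 in pericentral-like nuclei, where 13 of 19 genes were lower and 5 called. As the whole cause it is argued against by periportal-like nuclei, where the median was -1.39 and 10 genes were called lower. A response to dietary cholesterol may be a source and was not tested.

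Of the 5 largest rises in hepatocyte-like nuclei 4 sat in long genes, such as Rad51b, and Cyp2a22 (7754 bp) did not. Change and gene length had a Spearman rho of 0.2125 across genes, which are not independent replicates, just over the limit of 0.2 set before. Genes called higher had a median length of 31204 bp and genes called lower 11619 bp, against 20388 bp over all. A length bias may therefore contribute to these rises, by a route that was not tested.

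The daHep-like cluster was larger in chow. The test of Anxa2 and Sox4 in its chow nuclei against other chow nuclei gave a highest ratio of 1.125 with 5 CPM added to both levels, and decides nothing, since both genes were near the floor (Anxa2 at 1.09 and Sox4 at 0.3605 CPM in the cluster). Nrg1 was 6.065, 11.7 and 27.5 CPM in the cluster and 1.02, 3.33 and 11.9 CPM in other nuclei of chow replicates 1, 2 and 3, and Klf6 and Jun were also higher in the cluster in all 3. By the naming threshold the chow nuclei passed only 1, 2 and 1 of the 5 daHep markers but 6, 5 and 5 of 8 periportal markers, and the MASH nuclei 5 and 5 daHep and 2 and 2 periportal markers, so the chow part would not have been named daHep-like by itself. Whether integration placed periportal-like nuclei without the markers in the cluster or these chow nuclei share part of the daHep profile cannot be told apart, since 2 of the 5 markers are near the floor and 3 are higher.

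Themis rose by a larger ratio in periportal-like than in pericentral-like nuclei, but the test of the difference did not pass (-1.62, SE 0.45, adjusted p 0.0543, with 0.00442 to 0.276 over 7 alternatives). Few UMIs in chow periportal-like nuclei, of which there were 10, were weighed. The MASH over chow ratio was 111 with a lower counting limit of 59.7 in periportal-like nuclei, above the upper limit of 42.6 in pericentral-like nuclei, so counting error alone is argued against. Free RNA is argued against by the level in periportal-like nuclei of MASH, 37.2 CPM (lower counting limit 34.1), against at most 19.9 CPM, in dendritic-like nuclei, in the nonparenchymal classes other than T-like, whose highest counting limit was 33.0. This holds with the MASH libraries summed, since single libraries of the small classes had as few as 0 UMIs. Counting limits leave out the spread between libraries, which the test includes. That spread, a ceiling on the rise where chow levels are higher, and a difference between zones may all stay open.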
